A study of Mus musculus with 6 samples. Its data were reported in "Differential regulation of β-catenin-mediated transcription via N- and C-terminal co-factors governs identity of murine intestinal epithelial stem cells" (2021).

How the data were processed

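The series holds 6 Drop-seq libraries of mouse small-intestinal crypt cells, 1 for each pairing of genotype (control or D164A) with day. Days are 0, 2 or 4 after the first tamoxifen dose. The 2-day libraries had 2 injections and the 4-day libraries 4, each of 80 mg per kg, and none are listed for 0 days. Differences between days therefore cannot be told apart from differences in tamoxifen. The authors aligned the reads to GRCm38 and deposited 1 table of values per library. The deposited values are natural log (ln) values of 1 plus the count scaled to 10,000 per cell. With the log and the scaling undone, 100% of the values were whole multiples of 1 count to within rounding, and those counts were used. Between 62.1% and 68.1% of the counts in genes seen in 5 to 20 cells of a library were above 1, and the highest count of 1 gene in 1 cell was 338724. Such values look like reads, while the study's methods describe molecule counts. The highest total of any cell ran from 590383 to 3584730 across the libraries. In the rarely seen genes the mean nonzero value ran from 4.50 to 10.8. These values argue against molecule counts. The values are called counts below, and limits set in counts cannot be read as numbers of molecules. The plan assumed sums of molecule counts. Because a few cells would rule sums of such values, each group value is the mean over cells of counts per 10,000, and sums of counts were run as an alternative.

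The tables list 19592 genes in any library and 12658 in all 6, and a gene missing from a table was left out of comparisons with that library. Of 10272 barcodes, cells with at least 300 counts, at least 200 genes and at most 15.0% mitochondrial counts were kept, which left 7412. The mitochondrial limit is the median over all barcodes plus 3 unscaled median absolute deviations. The study states no count of cells to compare with these numbers. Counts were scaled to 10,000 per cell and logged, and 2000 variable genes, 30 principal components and a graph joining each cell to 5 neighbours in each library went into Leiden clustering at resolution 1.3, the resolution in the study's methods. A cluster took a cell type's name when at least 3 markers of that type were 1.5-fold higher there and at least 2 of these were among its leading genes. This naming rule was set after the clusters were seen, since a rule asking for 1 leading marker gave unstable names. Stem cell and proliferating cell markers were counted together, which gave the stem/progenitor-like class. Names built this way may differ from those the study used.

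Comparisons were D164A against control on each day, control at 2 and 4 days against control at 0 days, and D164A against control at 2 and 4 days after subtraction of the 0-day difference. Each was made over all kept cells and within the stem/progenitor-like class. Ratios are log2 with 0.05 per 10,000 added to both sides. There were 32 gene lists, fixed before the data were examined, and a list's value is the median log2 ratio of its members with at least 20 counts. Its percentile is its place among 10000 random lists matched for level in 20 bins. Several lists and 23 genes that are always named were chosen with the study's findings known, so their results are not independent evidence for those findings. Further genes were named by a fixed rule: a mean of at least 1 per 10,000, a log2 ratio in the class at least double that at 0 days, and the same direction over all cells. The 95% interval of the ratio of summed counts also had to exclude 1. Mitochondrial and ribosomal protein genes, Gm models, Rik clones and pseudogenes were left out. The 12 largest in each direction were named, or 5 in the control time course. No paired analysis was possible because each group holds 1 library. No tests between groups were run beyond that interval filter, which treats the counts of 1 library as independent and is not evidence of a difference. The intervals printed are 95% intervals from the counts of cells, or for levels from 2000 resamplings of the cells.

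For shares of cells with a set of transcripts, each cell was thinned to 500 counts, and a cell was called dividing with at least 2 G2/M list counts and double positive with at least 3 counts of each of the Paneth and goblet lists. The comparison was tested on simulated data drawn from the control totals at 2 days with 200 of 13892 genes changed. For changes of 0.25, 0.5, 2 and 4-fold in genes at 1 per 10,000 or more, the recovered median log2 ratios were −2.00, −1.03, 0.94 and 1.92. In genes below that level they were −1.21, −0.79, 0.81 and 1.69, because the added 0.05 shrinks low genes; the split by level was made after a first run showed this. Of unchanged genes, 0.01% passed 1.5-fold, and 20 of 400 unchanged lists lay outside the 2.5 to 97.5 percentile range. These counts were drawn as independent, so the simulation covers counting error only and no difference between mice or libraries.

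Alternatives were other scalings (without mitochondrial and ribosomal protein genes, trimmed mean of log ratios, median of gene ratios), differences of mean ln values, other count limits for list members, other cell filters, a plain graph, Leiden resolutions 0.8 and 2.0, clustering without 366 outcome genes, all epithelial cells, and equal numbers of cells thinned to equal depth. Those added after results were seen were sums of counts, missing genes set to 0, scaling without the most abundant genes, removal of enteroendocrine-high cells, removal of likely doublets, removal of cluster 1 over all cells, and the other days' controls. Doublet scores came from Scrublet in scanpy; its automatic threshold called 94.6% of the control library at 4 days doublets and at most 0.61% of any other, so the highest 5% of scores in each library, 370 cells, were left out instead. The choice of 4 lists as leading results (stem cell, G2/M, MHC class II, ribosomal protein) was also made after values were seen. Clustering without the outcome genes, the mitochondrial limit of 10% and removal of likely doublets also gave early-progenitor-like clusters. List medians of the class under those settings include these clusters, while the main class has none. Alignment was not repeated because reads are not in the tables, and the study's pseudotime analysis was not run. Gene set enrichment was not repeated because the study's gene sets were not at hand, and list medians were used instead. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.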

Results

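The data are single-cell transcript counts from crypts of the mouse small intestine, 1 library for each genotype and day, so there are no replicates and every interval below covers counting error only. Control cells carry 1 floxed and 1 wild-type allele of Ctnnb1, the β-catenin gene (chromosome 9, 120933400 to 120960507, GRCm38). D164A cells carry 1 floxed allele and 1 allele with a point change that keeps β-catenin from binding its N-terminal co-factors. Both genotypes carry villin-CreERT2, which removes the floxed allele in the intestinal epithelium after tamoxifen. In D164A only the changed form is then made. The control libraries held 74966814, 64050663 and 50101140 counts at 0, 2 and 4 days. The D164A libraries held 29569787, 45937511 and 46340557. After filtering, 1365, 1008 and 1877 control cells and 550, 985 and 1627 D164A cells were kept. The filter removed 0.48% of control and 2.16% of D164A barcodes at 4 days. It removed 35.0% and 50.9% at 0 days and 47.8% and 37.4% at 2 days. The cause of this split was not tested, and comparisons of a 4-day library with one of another day cross it. Median counts per kept cell ran from 6032 in control at 4 days to 19512.5 in D164A at 0 days. Ctnnb1 itself was at 1.60 per 10,000 in control and 1.28 in D164A at 2 days, and at 1.39 and 1.34 at 4 days. Tags from the 3′ end cannot show the loss of the floxed exons. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d were found in all 6 libraries.

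Which cell types made up each library was asked first. Clustering gave 13 clusters, of which 8 took a name. Clusters 6 and 9 made up the stem/progenitor-like class, clusters 4 and 5 the enterocyte-like class, and clusters 3, 10, 11 and 13 the Paneth-like, goblet-like, T cell-like and tuft-like classes. Stem/progenitor-like cells were 9.82% of both libraries at 0 days. At 2 days they were 7.04% of control and 17.4% of D164A cells, a ratio of 2.46 (95% interval 1.86 to 3.30). At 4 days they were 24.3% of control and 6.09% of D164A cells, a ratio of 0.25 (0.199 to 0.311). Clustering without the outcome genes gave ratios of 2.13 at 2 days and 0.187 at 4 days. Paneth-like cells were 8.10% of control and 40.4% of D164A cells at 4 days, a ratio of 4.99, after 5.16% and 4.06% at 2 days. Enterocyte-like cells were 2.18% of control and 17.3% of D164A cells at 4 days, and 34.1% and 36.5% at 2 days. Goblet-like cells were 2.48% of control and 1.32% of D164A cells at 2 days, and 1.01% and 2.34% at 4 days. Unnamed clusters held 46.3% of control and 39% of D164A cells at 2 days, and 63.6% and 32.9% at 4 days. Cluster 1, unnamed and led by Dynll1, S100a6 and Mif, held 50.4% of control cells at 4 days and at most 6.94% of any other library, and 12 of 14 detected proliferation markers were 1.5-fold higher in it. At a Leiden resolution of 0.8 this cluster merged with the Paneth-like cells and the Paneth-like ratio at 4 days was 0.659. The stem/progenitor-like share of D164A at 2 days was 0.713 times that of control at 4 days.

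**Figure D1:**
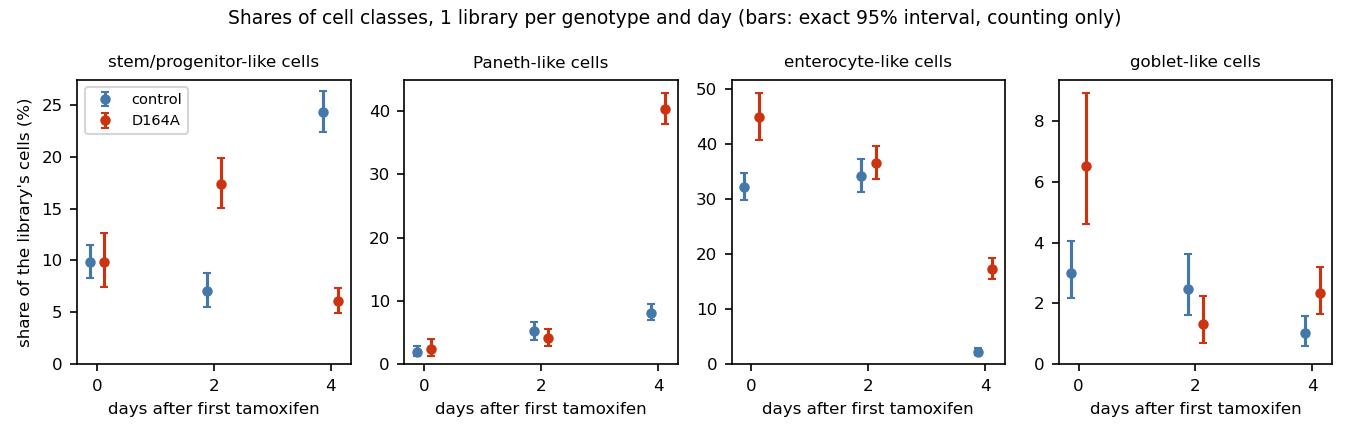
Share of each library's cells (%) in 4 classes against days after the first tamoxifen dose, with bars for the exact 95% interval of the count. At 4 days Paneth-like cells were 40.4% of D164A and 8.10% of control cells.

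At 0 days, before recombination, the question was how far the libraries already differed. MHC class II genes, which present antigen to CD4 T cells, were lower in D164A, with a list median log2 ratio of −1.61 and 7 of 11 measured members at least 1.5-fold lower. H2-Aa, a class II chain, was at 15 per 10,000 in control and 2.08 in D164A. MHC class I genes had a median of −0.73, with 11 of 20 lower. The TNF and NF-kB response was higher at 0.99, with 13 of 22 members higher and 0 lower. Heat shock genes were higher at 0.66 with 5 of 10 higher. The stem cell list was at −0.24 and the G2/M list at −0.30. The ribosomal protein list was at −0.41. Reg3b, an antimicrobial lectin, was at 55.0 in control and 418 in D164A. The median gene differed by −0.05.

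The comparison at 2 days asked which genes differed between D164A and control cells soon after recombination. Stem cell genes were higher in D164A, with a median of 0.76 over all cells and 7 of 14 measured members at least 1.5-fold higher and 0 lower. Olfm4, a marker of crypt base stem cells (chromosome 14, 80000302 to 80023141), was at 0.162 per 10,000 in control and 2.45 in D164A, 11.8-fold higher. Clca3b was at 0.0908 and 0.933, and Slc12a2, an ion transporter of crypt cells, at 0.102 and 0.552. Lgr5, a receptor that marks stem cells, was low in both at 0.0427 and 0.0800. Genes of the G2/M phase were higher with a median of 0.74 and 35 of 54 higher and 0 lower. Genes of S phase stood at 0.65 with 27 of 46 higher and 1 lower. Mki67, a protein of dividing cells, was at 0.225 and 1.08, and Ube2c, a mitotic ubiquitin enzyme, at 0.268 and 0.907. The Wnt target list was at 0.08, close to the median gene at 0.13. Its members Ccnd1, Axin2 and Myc were at 0.346 and 0.981, 0.0370 and 0.0465, and 0.213 and 0.172 in control and D164A. Myc targets and ribosome biogenesis genes had a median of 0.39 with 12 of 37 higher and 2 lower, among them the nucleolar methyltransferase Fbl at 1.31.

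The largest difference between list medians at 2 days was in MHC class II genes, higher in D164A at 2.73 with 8 of 11 members higher and 0 lower. The stem cell, S phase, G2/M and MHC class II medians were above those of all matched random lists. H2-Aa (chromosome 17) was at 0.562 per 10,000 in control and 11 in D164A, 18.0-fold higher. Its partner H2-Ab1 was at 0.474 and 9.80, and Cd74, the invariant chain that guides class II molecules, at 0.330 and 6.37. MHC class I genes were at 0.23 with 7 of 20 higher, led by the peptide transporter Tap1 at 1.20 and the proteasome subunit Psmb9 at 1.19. Interferon response genes were at 0.35 with 14 of 45 higher and 3 lower, and Irf7, an interferon-induced factor, was at 0.656 and 0.563. Heat shock genes were at 0.66 with 6 of 9 higher, the same as at 0 days, and the chaperone Hsp90ab1 was at 7.05 and 15. Unfolded protein response genes were at 0.36 with 8 of 35 higher and 2 lower, inside the range of matched random lists. At 0 days they were already at 0.27 with 7 of 34 higher and 1 lower. With that difference subtracted, the list median over all cells was 0.007. The chaperone Hspa5 was at 6.76 in control and 9.46 in D164A, after 8.29 and 13.7 at 0 days. Ddit3 was at 0.163 and 0.323, Xbp1 at 2.00 and 1.85 and Creb3l3 at 12.7 and 13.0. The immediate early genes stood at 0.04, with Fos at 3.63 and 4.57, Jun at 3.17 and 4.89 and Junb at 0.588 and 0.559.

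Lower in D164A at 2 days was the goblet cell list at −0.48 with 8 of 19 lower and 1 higher. The Paneth cell list stood at −0.25 with 6 of 20 lower and 3 higher, but reversed to 1.10 after thinning and to 0.084 with a mitochondrial limit of 10%. The mucus genes Zg16 and Muc2 were at 29.3 and 3.24 in control and 5.51 and 1.00 in D164A. The TNF and NF-kB response was at −0.48 with 6 of 20 lower and 2 higher. Ribosomal protein genes stood at −0.15, against a median gene of 0.13, with 10 of 77 lower and 7 higher. Reg3g and Reg3b, the antimicrobial lectins, were at 256 and 1149 in control and 12.6 and 153 in D164A. The enterocyte list was at 0.32, inside the range of matched random lists, with 12 of 35 higher and 7 lower. Lactase, Lct, was at 1.32 and 4.93. Alpi, alkaline phosphatase of absorptive cells, was at 5.60 and 4.76, Apoa4, a lipid carrier, at 122 and 70.3, and Ada at 0.771 and 0.749. Against control at 0 days in place of the same-day control, the medians were 0.076 for stem cell genes and −0.18 for MHC class II. Against control at 4 days they were −0.23 for stem cell, −1.15 for G2/M and −0.82 for S phase genes.

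**Figure D2:**
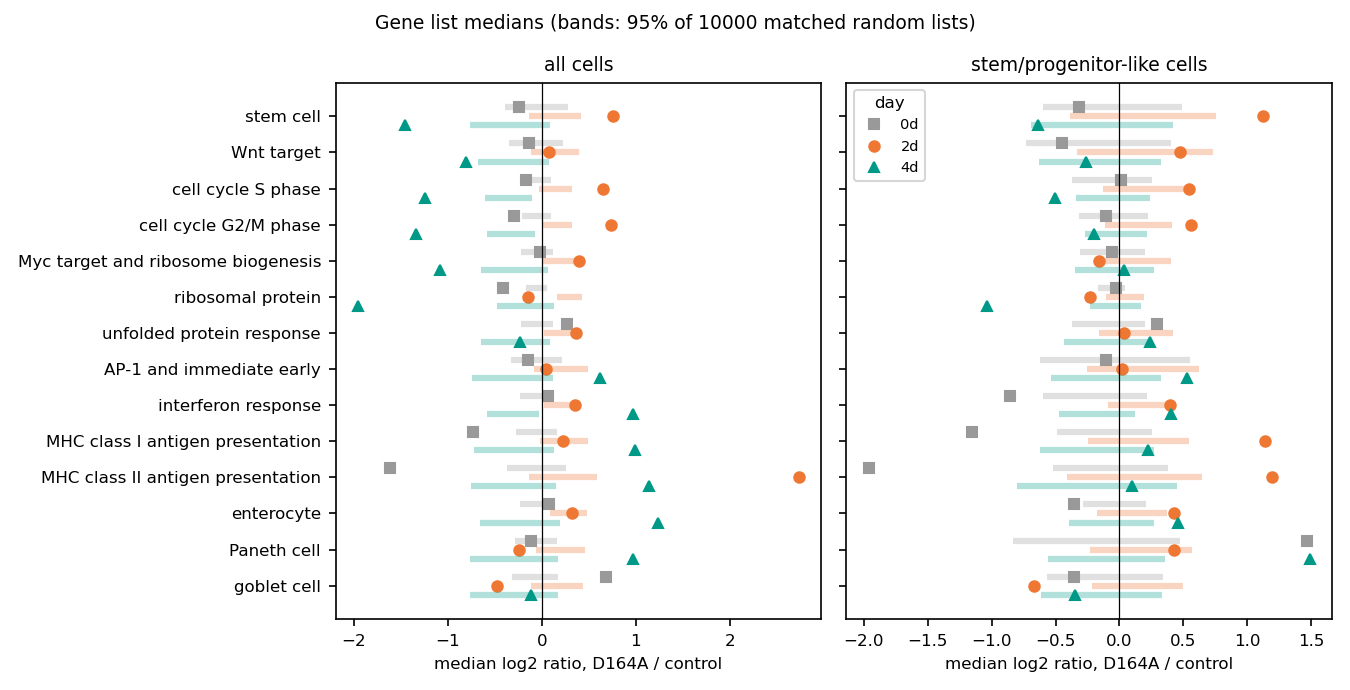
Median log2 ratio, D164A over control, of 14 gene lists over all cells (left) and in stem/progenitor-like cells (right) at 0, 2 and 4 days, with bands for 95% of matched random lists. Over all cells the stem cell list was at 0.76 at 2 days and −1.46 at 4 days.

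Within stem/progenitor-like cells at 2 days the same question was asked, with the caution that stem and proliferation genes helped to define the class. The stem cell list was higher in D164A at 1.12 with 11 of 13 members higher and 1 lower, the G2/M list at 0.56 with 26 of 54 higher and 2 lower, and the S phase list at 0.55. MHC class II genes were at 1.20 with 9 of 11 higher and 0 lower, and MHC class I at 1.14 with 15 of 20 higher and 1 lower. Interferon response genes were at 0.39 with 17 of 41 higher and 4 lower. The ribosomal protein list was at −0.23 and the Myc target list at −0.16, while the median gene of the class was at 0.19. Among genes named by the fixed rule, those higher in D164A were Gvin1, an interferon-induced GTPase (2.41 per 10,000 against 0.0903 in control, log2 4.13), and Ifngr2, a chain of the interferon-γ receptor (log2 1.94). The glycan enzyme St3gal4 stood at 4.04, the cytochrome Cyp4f14 at 3.81, the lectin Reg3a at 2.46, the SUMO protease Senp6 at 2.21 and Gltscr2, a ribosome biogenesis factor, at 2.17. Arginase 2, Arg2, and the glutamate dehydrogenase Glud1 were both at 1.86. The class also holds enteroendocrine cells, which make gut hormones: cluster 6 is led by the granule gene Chgb, and 11.3% of control and 11.7% of D164A class cells were high in enteroendocrine transcripts. The enteroendocrine list was at −2.26 in the class with 12 of 15 lower. The appetite hormone Ghrl was at 6.53, from 0.0004 in control, all of it in 1 cell, and 4.59 in D164A, where 6.43% of the cells held it. Olfm4 at 2.30 and Clca3b at 2.40 met the rule too, and both are among the leading genes of the class.

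Lower in D164A stem/progenitor-like cells at 2 days were Reg3g (2.95 against 106 in control, log2 −5.15) and Reg3b (21.5 against 447, log2 −4.38). The fatty acid carrier Fabp1 was at 24.3 against 163, log2 −2.75, and the lipoprotein Apoc2 was at −2.53. The calcium-binding protein S100a6 was at −4.55, the tight junction claudin Cldn2 at −2.20 and the copper chaperone Cox17 at −2.05. Nop16 and Wdr18, both ribosome biogenesis factors, were at −2.03 and −1.90, and the mitochondrial ribosomal protein Mrpl20 at −1.73. The hormone secretin, Sct, was at −5.24 with 68.8% of its control level from 1 cell, and Afp at −5.64 with 100%. Both reversed under several settings, Sct to 0.46 and Afp to 0.73 with a plain graph, and Ifngr2 reversed to −0.91 after thinning. Against control at 0 days 19 of the 24 named genes kept their direction, and Olfm4 at −0.69, Clca3b at −0.91, Reg3b at 0.18, Fabp1 at 0.49 and Afp at 0.60 did not. The class medians also reversed against control at 0 days, to −0.12 for stem cell, −0.42 for MHC class II and −0.21 for MHC class I genes. Sums of counts gave 0.46 for the stem cell list, and thinning reversed the ribosomal list to 0.052. Rebuilding the class without the outcome genes, early-progenitor-like clusters included, gave 3.05 for MHC class II.

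**Figure D3:**
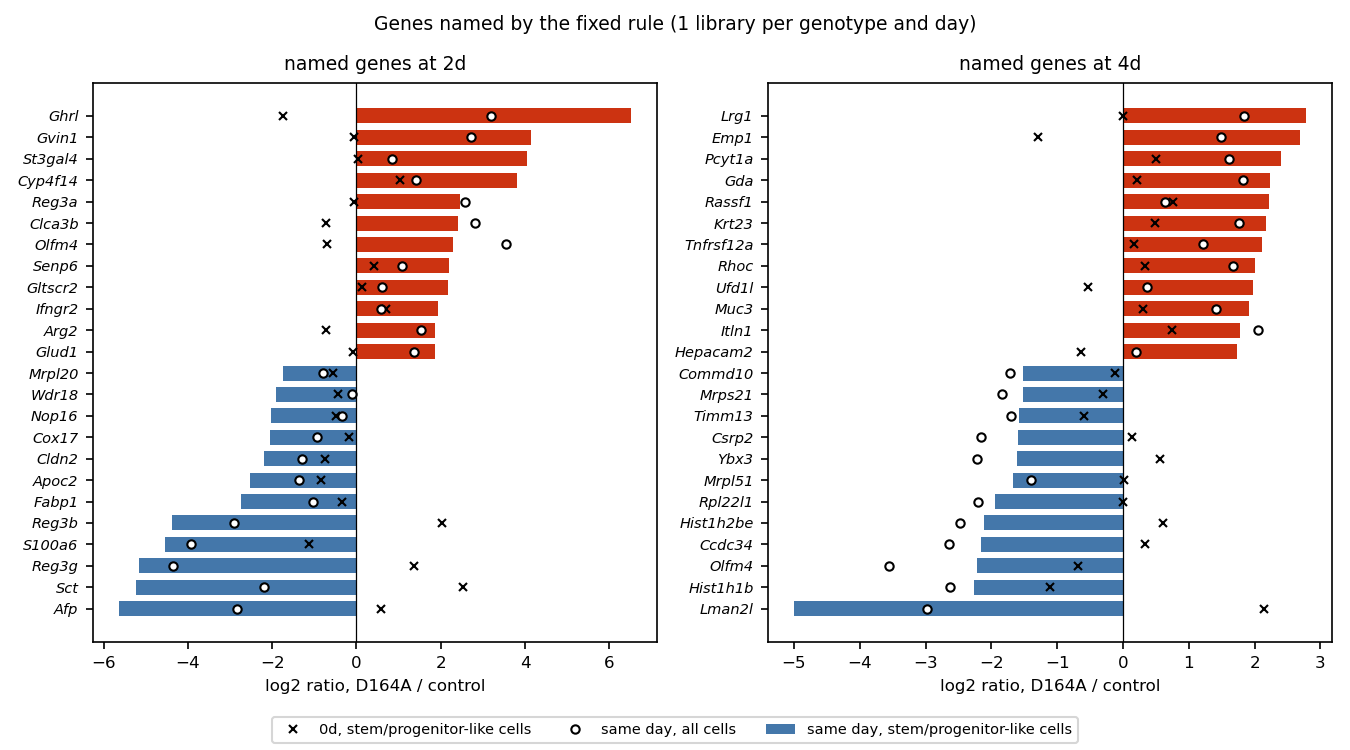
Log2 ratio, D164A over control, of the genes named by the fixed rule at 2 days (left) and 4 days (right) in stem/progenitor-like cells (filled bars), over all cells (circles) and at 0 days (crosses). Reg3g at −5.15 and Lrg1 at 2.79 stood far from their 0-day values.

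At 4 days the question was which genes differed once the D164A crypts had been without wild-type β-catenin for longer. Stem cell genes were lower in D164A, with a median of −1.46 over all cells and 13 of 14 members at least 1.5-fold lower and 0 higher. Olfm4 was at 2.77 per 10,000 in control and 0.191 in D164A, 11.7-fold lower, and Slc12a2 at 1.24 and 0.205. Lgr5 was at 0.0733 and 0.0285. Wnt targets were at −0.80 with 12 of 17 lower and 1 higher, including Ccnd1 at 2.28 and 0.936, Axin2 at 0.162 and 0.0468 and Myc at 0.525 and 0.199. G2/M genes were at −1.34 with 49 of 54 lower, and S phase genes at −1.24 with 42 of 46 lower, and 0 higher in either list. Mki67 was at 1.78 in control and 0.461 in D164A, and Birc5, a survival factor of mitotic cells, at 2.14 and 0.413. Myc targets and ribosome biogenesis genes were at −1.08 with 31 of 37 lower, among them the nucleolar proteins Npm1 at 10.2 and 2.47 and Ncl at 13.5 and 3.94. Ribosomal protein genes were at −1.96 with 76 of 77 lower, and Rps26 was at 6.88 and 1.33. Translation factors were at −0.71 with 21 of 36 lower. The stem cell, S phase, G2/M, Myc target and ribosomal protein medians were below those of all matched random lists. The median gene stood at −0.24.

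Higher in D164A than in the same-day control at 4 days were the enterocyte, villus tip, Paneth cell, interferon response and MHC lists. The enterocyte list was at 1.23 with 29 of 35 higher and 2 lower, and the villus tip list at 1.5 with 17 of 20 higher. Alpi was at 4.76 per 10,000 in control and 11.3 in D164A, Apoa4 at 32.0 and 152 and Ada, a purine enzyme of the villus tip, at 0.142 and 3.27. Krt20, a keratin of shed cells, was at 4.92 and 33.1. The Paneth cell list was at 0.97 with 18 of 21 higher, and lysozyme, Lyz1 (chromosome 10), was at 4.09 and 19.5. The goblet cell list was at −0.11 with 4 of 19 higher and 3 lower, and Muc2 at 6.06 and 6.98. Interferon response genes were at 0.97 with 28 of 44 higher and 2 lower, including the antiviral Ifit1 at 0.311 and 3.61 and Irf7 at 0.393 and 1.45. MHC class I genes were at 0.99 with 12 of 20 higher, with H2-D1 at 3.45 and 18.1. MHC class II genes were at 1.14 with 8 of 11 higher and 1 lower, from low levels of 0.0352 and 0.326 for H2-Aa, 0.131 and 0.557 for H2-Ab1 and 0.0445 and 0.760 for Cd74. The enterocyte median reversed to −0.20 and −0.57 against control at 0 and 2 days, and that of MHC class I to −1.0 and −0.38. The Paneth cell median stayed higher at 3.26 and 1.35, villus tip at 0.70 and 0.61 and interferon response at 0.39 and 0.72.

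Immediate early genes were higher in D164A at 4 days, at 0.62 with 10 of 19 higher and 1 lower. Fos was at 2.61 in control and 4.46 in D164A, Jun at 2.26 and 2.77 and Junb at 0.391 and 1.01, and the factor Klf4 at 0.207 and 1.63. The TNF and NF-kB response was at 0.31 with 9 of 20 higher and 1 lower, with the alarmin Il33 at 0.186 and 1.61. Unfolded protein response genes were at −0.24, the same as the median gene, with 6 of 35 higher and 9 lower. Within that list Xbp1 was at 1.80 and 4.36, Creb3l3 at 7.10 and 14.4, Hspa5 at 11.6 and 10.7 and Ddit3 at 0.164 and 0.0952. Heat shock genes were lower at −0.91 with 7 of 10 lower and 0 higher. Against control at 0 and 2 days the G2/M median was 0.23 and 0.52, and that of MHC class II was −2.65 and −0.23. The stem cell median was −0.46 and 0.13, that of Wnt targets 0.060 and 0.15 and that of Myc targets 0.58 and 0.69 against the same libraries.

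Within stem/progenitor-like cells at 4 days, 99 D164A cells were set against 457 control cells. The deeper cluster 9, at 6.34 times its libraries' median depth against 1.03 for cluster 6, was 37.4% of these D164A cells and 17.5% of the control cells. The stem cell list was lower in D164A at −0.63 with 8 of 14 lower and 0 higher, and S phase at −0.51 with 21 of 46 lower and 1 higher. G2/M at −0.20, with 17 of 54 lower and 6 higher, and MHC class II at 0.10, with 2 of 7 higher and 1 lower, were inside the range of matched random lists. Ribosomal protein genes were at −1.04 with 64 of 77 lower. The villus tip list was higher at 0.74 with 11 of 19. The Paneth cell list was at 1.49 with 18 of 21 higher, near the 1.46 with 12 of 15 higher that this class had at 0 days. The interferon list was at 0.41 with 15 of 39 higher, and reversed to −0.10 with a plain graph and to −0.055 against control at 0 days. Immediate early genes stood at 0.53 with 9 of 19 higher. Among genes named by the rule, Lrg1, a secreted protein of inflamed tissue, was at 4.16 per 10,000 in D164A and 0.561 in control, log2 2.79. Emp1, a membrane protein, was at 2.69, Pcyt1a, of phosphatidylcholine synthesis, at 2.40, Gda, guanine deaminase, at 2.24 and Rassf1 at 2.21. The keratin Krt23 was at 2.18, the cytokine receptor Tnfrsf12a at 2.11, the GTPase Rhoc at 2.01 and Ufd1l, of protein degradation, at 1.97. The membrane mucin Muc3 was at 1.91, the lectin Itln1 at 1.78 and Hepacam2 at 1.73, with 48.0% of its level from 1 cell. When the class was rebuilt without the outcome genes Itln1 reversed to −0.76 and Hepacam2 to −1.0, and Hepacam2 also reversed with a plain graph and at Leiden resolution 2.0.

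Lower in D164A stem/progenitor-like cells at 4 days were the histones Hist1h1b at −2.27 and Hist1h2be at −2.11, which are made in S phase. Olfm4 was at −2.21, from 4.86 in control and 1.01 in D164A, and Ccdc34 at −2.15; with Hist1h1b these are among the leading genes of the class. The ribosomal protein Rpl22l1 was at −1.94, and the mitochondrial ribosomal proteins Mrpl51 and Mrps21 at −1.67 and −1.52. Timm13, of mitochondrial import, was at −1.59, the cold shock protein Ybx3 at −1.62, Csrp2 at −1.60 and Commd10 at −1.51. Lman2l was at −5.0 with 87.1% of its control level from 1 cell. When the class was rebuilt without the outcome genes, the medians were −1.43 for stem cell, −1.48 for G2/M and 0.82 for MHC class II genes, and the Paneth cell list reversed to −0.33. That rebuilt class also held 2 early-progenitor-like clusters, with 150 and 58 D164A cells beside 69 stem/progenitor-like ones. In control they had 78 and 42 cells beside 426, so these medians also reflect a different make-up of the class.

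The control time course asked how far control crypts differed between days. Control cells at 2 days had lower MHC class II genes than at 0 days, at −2.03 with 8 of 11 lower, and lower stem cell genes at −0.41 with 5 of 14 lower. Paneth cell genes were higher at 1.67 with 17 of 20. Control cells at 4 days had higher G2/M genes at 1.48 with 49 of 54, S phase genes at 1.05 with 38 of 46 and Myc targets at 1.70 with 36 of 37. Paneth cell genes were higher at 2.01 with 17 of 21, enterocyte genes lower at −1.72 with 29 of 35, and MHC class II genes lower at −2.93 with 11 of 12. H2-Aa stood at 15, 0.562 and 0.0352 per 10,000 at 0, 2 and 4 days. In the stem/progenitor-like class the named genes at 2 days were Tek at 7.02, Afp, Reg3b at 4.55, the ketone enzyme Hmgcs2 at 4.03 and Reg3g at 3.75. Lower were Cd74 at −4.78, H2-Aa at −4.32, H2-Ab1 at −4.31, St3gal4 at −3.85 and the hormone Sst at −3.48. Of the Sst level, 98.5% at 0 days and 99.6% at 2 days came from 1 cell. At 4 days they were Lman2l at 4.97, the secreted peptide Guca2a at 4.43, Reg3b at 3.67, Lyz1 at 3.26 and Fbxo28 at 3.47, with 90.1% of the last from 1 cell. Lower were Cd74 at −6.60, H2-Aa at −6.47, the hormone Gip at −6.37, H2-Ab1 at −5.54 and the proteasome subunit Psmb8 at −4.78. For Gip, 83.0% of the 0-day level came from 1 cell.

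**Figure D4:**
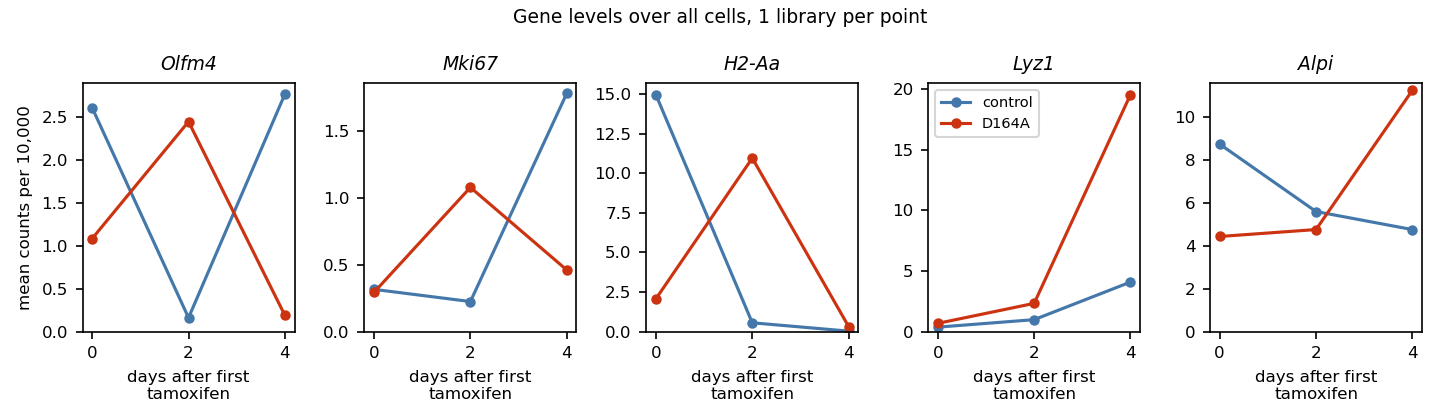
Mean counts per 10,000 over all cells of Olfm4, Mki67, H2-Aa, Lyz1 and Alpi against days after the first tamoxifen dose, 1 library per point. Olfm4 in control was at 2.61, 0.162 and 2.77 and in D164A at 1.09, 2.45 and 0.191.

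With the 0-day difference subtracted, the question was which class differences went beyond those already present. In stem/progenitor-like cells MHC class II genes stood at 3.16 at 2 days and 1.17 at 4 days, and MHC class I at 1.94 and 1.14. Interferon response genes were at 1.17 and 1.01, and TNF and NF-kB response genes at 0.76 and 0.55. The stem cell list was at 1.19 and −0.61, Wnt targets at 0.80 and −0.37, G2/M at 0.66 and −0.19 and S phase at 0.53 and −0.64. Ribosomal protein genes were at −0.15 and −0.96. The Paneth cell list was at −1.0 and 0.20 and Myc targets at −0.20 and −0.043, so neither was higher beyond its 0-day difference at 2 days. Enterocyte genes were at 0.87 and 0.60, villus tip genes at −0.52 and 0.83, unfolded protein response genes at −0.19 and 0.05 and immediate early genes at 0.35 and 0.09. Inside the range of matched random lists were the Wnt target, TNF and NF-kB, Myc target, unfolded protein response and immediate early lists at both days. The S phase list was inside it at 2 days, and the stem cell, G2/M and Paneth cell lists at 4 days. Without the subtraction MHC class II stood at 1.20 and 0.10.

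How many cells were dividing was asked cell by cell after thinning to 500 counts. In the stem/progenitor-like class 47.9% of control (95% interval 35.9% to 60.1%) and 61.4% of D164A cells (53.7% to 68.7%) held at least 2 G2/M counts at 2 days, a ratio of 1.28. At 4 days it was 66.7% of control (62.2% to 71.0%) and 56.6% of D164A cells (46.2% to 66.5%), a ratio of 0.848. The intervals overlapped at both days. With at least 3 counts the shares at 4 days were 48.8% and 47.5%. At 0 days the shares were 58.2% and 57.4%. Over all cells the shares were 9.62% and 18.8% at 2 days, and 42.9% and 14.4% at 4 days. In Paneth-like cells at 4 days they were 38.8% of control and 18.3% of D164A. Control Paneth-like cells had 11.1% at 0 days and 15.4% at 2 days. The call rests on transcripts alone, so it cannot tell dividing cells from cells holding G2/M RNA of another source. Which of these raised the share in Paneth-like cells was not tested, and the same limit holds for the shares over all cells. Without thinning 92.5% to 98.8% of stem/progenitor-like cells passed in every library, so the unthinned measure was saturated.

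Whether Paneth and goblet transcripts met in the same cell was asked in the same way. At 4 days 10.9% of control cells (95% interval 9.55% to 12.4%) and 21.6% of D164A cells (19.7% to 23.7%) held at least 3 counts of each list. If the lists were independent, 7.28% and 13.1% would have been seen. At 2 days the shares were 2.18% and 0.914%, and at 0 days 0.586% and 1.09%. Without thinning they were 59.1% and 72.7% at 4 days. Within Paneth-like cells at 4 days the share was 48.7% in both genotypes, close to the 47.7% and 47.0% for independent lists. Of 205 such cells in control 74 were Paneth-like, and of 352 in D164A 320 were. The Paneth-like class therefore held most of them in D164A only, and which cells join that class depended on the clustering, as the ratio of 0.659 at Leiden resolution 0.8 shows. The goblet transcripts in these cells were led by Zg16, Agr2, Spink4, Tff3 and Muc2. Enterocyte-like D164A cells at 4 days, which should lack both, had a share of 0.355% at a median depth of 25071.5 counts, against 7478 in Paneth-like cells. T cell-like D164A cells, at 7439 counts, had both in 1 of 9 cells and a median of 22.3 Paneth and 18.4 goblet list counts per 10,000, so some of the shared signal in shallow cells may be free RNA.

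**Figure D5:**
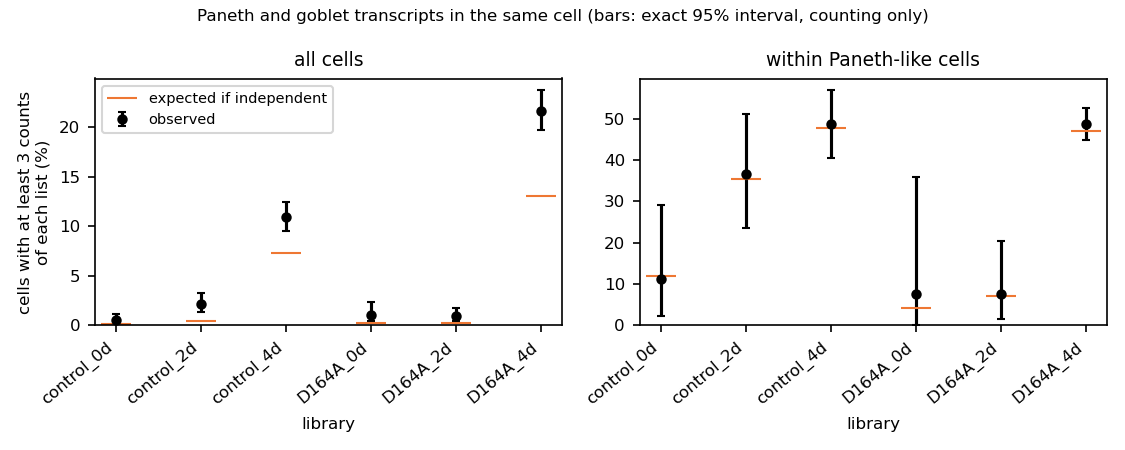
Share of cells (%) with at least 3 counts of both the Paneth and goblet lists after thinning, by library, over all cells (left) and within Paneth-like cells (right), with exact 95% intervals and orange lines for independence. Over all cells D164A at 4 days stood at 21.6% and control at 10.9%.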

Values the study reported

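The study's text gives normalized enrichment scores for gene sets over time in its D164A stem and early progenitor cells. Between 0 and 2 days after tamoxifen it states 1.68 for Myc-dependent targets of APC, 1.56 for E2F targets, 1.65 for the cell cycle and 1.72 for the G2M checkpoint. It describes the proliferation signatures as depleted by 4 days. For translation initiation the text states −2.52, and for the ribosome −3.26. It also states 2.32 for the TNFα response, 2.08 for the IFNγ response and 3.01 for presentation of endogenous antigen. No enrichment scores were computed from the deposited counts, so these values have no counterpart of the same kind here. Only the direction can be set beside the list medians in the stem/progenitor-like class with the 0-day difference subtracted. There the G2/M list was higher in D164A at 2 days, while the S phase list was inside the range of random lists. The Myc target list, which also holds ribosome biogenesis genes, was inside that range too, and its sign depended on the settings and on the cells used. At 4 days the S phase list was lower. The G2/M list was inside the range of random lists, in a class that proliferation genes helped to define. Without the subtraction the G2/M list was lower when the class was rebuilt without the outcome genes and over all epithelial cells. Both settings change which cells are compared, so these values also reflect the make-up of the cells. Within the main class the G2/M list was higher in D164A at 4 days against control at 0 and 2 days. The ribosomal protein list was lower at both days, but without the subtraction its 2-day direction reversed under several settings. The interferon and MHC class II lists were higher at both days, and the TNF and translation factor lists were inside the range of random lists. Without the subtraction the MHC class II list was inside that range at 4 days. Many of the genes named here were chosen because the study names them, so a shared direction is not independent evidence.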

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

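The tests in this part were chosen after the result was seen, except that leaving out Agr2 and Spink4 was set beforehand and thinning to equal depth was decided beforehand with its reading set afterwards. Over all cells 4 lists differed by at least 1.5-fold in opposite directions at 2 and 4 days; the difference was not tested. The stem cell list was at 0.76 and −1.46, the S phase list at 0.65 and −1.24, the G2/M list at 0.74 and −1.34 and the heat shock list at 0.66 and −0.91.

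MHC class II genes were higher in D164A at 2 days, at 2.73. Control cells at 4 days stood −2.93 from control at 0 days and control cells at 2 days −2.03, so a difference of this size was present without the mutation. Those libraries also differ in tamoxifen doses and in the loss of the floxed allele, which cannot be told apart from mice or preparations. At 0 days D164A already stood −1.61 from control. A difference between mice or preparations therefore stays open. With cells clustered without these genes, enterocyte-like D164A cells at 2 days held 1.89 times the level per 10,000 of stem/progenitor-like cells (1.65 to 2.09) while being deeper, with 18085 against 10254 counts, which argues against free RNA as the only source. B and myeloid transcripts other than Cd74 stood at 0.628 times control (0.332 to 1.16), which argues against stray cells of these types. Leaving the 10 most abundant genes out of the scaling gave 2.70, which argues against a few genes taking most of the counts.

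Stem cell and G2/M genes were lower in D164A at 4 days, at −1.46 and −1.34. Against control at 0 and 2 days the G2/M median was 0.23 and 0.52 over all cells, and 0.17 and 0.34 within stem/progenitor-like cells. That the control library at 4 days stands apart therefore stays open. For stem cell genes the medians were −0.46 and 0.13 over all cells but −1.49 and −0.26 within stem/progenitor-like cells, so these values do not decide it. Thinned to equal depth the G2/M median was −1.71, which argues against depth, while the stem cell list had too few measured members for this test.

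Cells with both Paneth and goblet transcripts were more frequent in D164A at 4 days. The share was 0.355% in enterocyte-like cells (upper limit 1.96%), against 48.7% in Paneth-like cells. Paneth and goblet genes helped to define these classes, so the contrast was partly set by the clustering and cannot decide on free RNA. The enterocyte-like cells were also deeper, and 9 T cell-like cells leave a contribution of free RNA open. Paneth-like and goblet-like pairs would have made up 1.89% of barcodes if every barcode held 2 cells at random, against 21.6% seen. This bound rests on class shares after clustering, with 2.34% of D164A cells goblet-like. Of the same cells, 36.1% held at least 3 goblet list counts. Doublets may already lie in other classes, so the bound cannot decide whether they were the source. Without Agr2 and Spink4, which both types make, the shares were 13.9% in D164A and 7.14% in control, a ratio of 1.95 (1.56 to 2.43), so these genes alone do not account for it.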

How the results depend on the processing

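With 1 library per group, the same-day control carries most of the weight, and the cause of the moves below was not tested. Values are log2 list medians unless called shares. Repeats of alignment, ambient RNA removal and batch correction were not run. For the leading results 338 alternative values lay within 1.5-fold of the value given, or inside its 95% interval for shares, or had the same sign for differences of mean ln values, which are in another unit. A further 60 moved beyond that and 20 reversed. These counts include values against a control of another day, which change the comparison and not only the processing. A value below whose sign differs from that in the report, or a ratio on the other side of 1, is a reversal. Trimmed-mean scaling shifted the all-gene median over all cells by −0.27 at 2 days and 0.48 at 4 days, and no leading list reversed under it.

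At 2 days over all cells, against control at 0 days the stem cell list was at 0.076, MHC class II at −0.18, ribosomal protein at 0.19 and the Paneth list at 1.07. Against control at 4 days stem cell was at −0.23, G2/M at −1.15, S phase at −0.82, MHC class II at 4.00, ribosomal protein at −0.73, villus tip at 0.83, TNF and NF-kB response at 0.12 and heat shock at −0.068. Differences of mean ln values gave 0.021 for ribosomal protein and reversed the Paneth list to 0.0020. Thinning gave 3.36 for MHC class II and reversed the Paneth list to 1.10, and a mitochondrial limit of 10% reversed it to 0.084.

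At 2 days in stem/progenitor-like cells, the mitochondrial limit of 10% gave 2.15 for stem cell, 1.78 for G2/M, 2.73 for MHC class II, 0.17 for ribosomal protein and −0.69 for enterocyte. The plain graph gave 1.90 for stem cell, 2.62 for MHC class II and −0.24 for enterocyte. Leiden resolution 2.0 gave 1.79 for stem cell and 2.22 for MHC class II. Sums of counts gave 0.46 for stem cell, 1.81 for MHC class II and 0.040 for ribosomal protein. Removal of likely doublets gave 1.29 for G2/M, 1.83 for MHC class II and 0.12 for ribosomal protein. Clustering without the outcome genes gave 1.34 for G2/M and 3.05 for MHC class II. Members with at least 100 counts gave 1.92 and all epithelial cells 2.61 for MHC class II. Thinning gave 0.052 for ribosomal protein and −0.83 for enterocyte. Against control at 0 days stem cell was at −0.12, MHC class II at −0.42 and MHC class I at −0.21. Against control at 4 days stem cell was at 0.39, G2/M at −0.059, S phase at −0.050, MHC class II at 2.69 and ribosomal protein at 0.087.

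At 4 days over all cells, against control at 0 days stem cell was at −0.46, G2/M at 0.23, MHC class II at −2.65 and ribosomal protein at −0.92. Against control at 2 days they were at 0.13, 0.52, −0.23 and −1.17. S phase was at −0.14 and 0.093 against control at 0 and 2 days, Wnt targets at 0.060 and 0.15, Myc targets at 0.58 and 0.69, MHC class I at −1.0 and −0.38, enterocyte at −0.20 and −0.57, Paneth at 3.26 and 1.35, villus tip at 0.70 and 0.61 and heat shock at −0.68 and −0.019.

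At 4 days in stem/progenitor-like cells, clustering without the outcome genes gave −1.43 for stem cell, −1.48 for G2/M, 0.82 for MHC class II, −1.99 for ribosomal protein and −0.33 for the Paneth list. All epithelial cells gave −1.46 for stem cell, −1.32 for G2/M, 1.20 for MHC class II and −1.96 for ribosomal protein. The mitochondrial limit of 10% gave −1.24 for stem cell and 0.90 for MHC class II. Against control at 0 days stem cell was at −1.49 and MHC class II at −2.35, and against control at 2 days MHC class II was at −0.71 and S phase at 0.14. Interferon response was at −0.055 against control at 0 days, and enterocyte at −0.25 and −0.27 against control at 0 and 2 days. Differences of mean ln values gave 0.0070 for S phase, and the plain graph −0.10 for interferon response. Without subtraction of the 0-day difference MHC class II in the time course was at 1.20 at 2 days and 0.099 at 4 days.

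The stem/progenitor-like share ratio at 2 days was 1.72 with the mitochondrial limit of 10%, 4.13 with the plain graph, 1.72 without likely doublets, 1.77 against control at 0 days and 0.713 against control at 4 days. At 4 days it was 0.425 without a mitochondrial filter, 0.429 with at least 1000 counts per cell, 0.153 with the plain graph, 0.543 at Leiden resolution 0.8, 0.187 without the outcome genes, 0.620 against control at 0 days and 0.864 against control at 2 days. The Paneth-like share ratio at 4 days was 6.89 with the mitochondrial limit of 10%, 10.9 with the plain graph, 0.659 at Leiden resolution 0.8, 20.4 against control at 0 days and 7.83 against control at 2 days. The ratio of cells with both Paneth and goblet lists at 4 days was 1.63 with at least 2 counts of each and 1.23 without thinning. Without a mitochondrial filter 2099 and 1931 control cells were kept at 0 and 2 days, and 1120 and 1573 D164A cells.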

Other observations

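Further cell type genes differed between D164A and control. Tuft cell genes, of a chemosensory type, were lower in D164A at 2 days, with a median of −1.35 over all cells and 12 of 14 lower, after −0.97 at 0 days. Enteroendocrine genes, which encode gut hormones, were at 1.28 at 0 days and −0.52 at both later days. T and NK cell genes were lower at 2 days at −1.26 with 15 of 19 lower, the same median as at 0 days, and the granzyme Gzma was at 4.6 per 10,000 in control and 1.12 in D164A. T cell-like cells were 2.98% of control and 1.22% of D164A cells at 2 days and 0.426% and 0.553% at 4 days. Regenerative and fetal-like genes were at −0.57 at 2 days with 6 of 12 lower, and at 0.45 at 4 days with 6 of 17 higher and 0 lower, and at 1.04 within stem/progenitor-like cells with 12 of 17 higher. The p53 and apoptosis list was at −0.02 and −0.42, with Bax, a death effector, at −1.40 at 4 days. JNK pathway genes were at −0.22 and 0.28.

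Cluster 12, unnamed and led by the interferon-induced genes Ifit1bl1, Ifit3 and Usp18, held 1.22% of D164A cells at 2 days and 4.92% at 4 days. In control it held 1.19% and 0.160%. Of its cells 62.5% came from the D164A library at 4 days. Antimicrobial genes were at 0.81 at 2 days with 7 of 13 higher and 4 lower, and at 0.91 at 4 days with 9 of 16 higher and 2 lower. Reg3b was at 461 per 10,000 in control and 960 in D164A at 4 days, the reverse of the order at 2 days. Tff3 and Agr2, made by goblet cells, were lower at 4 days at −1.0 and −0.89, while the goblet gene Clca1 was higher at 1.31.

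Some genes were found almost only in 1 library. Tek, an endothelial receptor, was seen in 94.3% of control cells at 2 days and in at most 0.15% of the cells of any other library. Its share ran from 52.6% of tuft-like to 95.9% of enterocyte-like cells. Gm3488 was seen in 68.5% of D164A cells at 0 days and Zfp30 in 40.7% of control cells at 0 days, and 9 genes in all showed this. Zfp30 was in 66.5% of the deeper and 14.7% of the shallower cells of its library and in 1.23% of T cell-like cells, so depth and cell type also entered. The cause was not tested.

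The control library at 4 days was the shallowest, held 50.4% of its cells in cluster 1, and had higher G2/M genes than the other controls. Against this library the 4-day G2/M median over all cells ran from −1.71 to −0.86 across settings, removal of cluster 1 included. The stem cell median ran from −1.57 to −0.98, so cluster 1 alone did not set either sign. The stem cell median at 4 days was −0.46 against control at 0 days, so lower stem cell genes in D164A could be partly a feature of this control. Within stem/progenitor-like cells the same comparison gave −1.49, which goes against that, while against control at 2 days the medians were 0.13 over all cells and −0.26 in the class, which go with it, so this stays open. The caution holds for enterocyte genes, at −0.20 against control at 0 days, since enterocyte-like cells were 44.9% of D164A cells at 0 days and 17.3% at 4 days. Over all cells Paneth cell, villus tip and interferon response genes stayed higher against every control, at 3.26, 0.70 and 0.39 against control at 0 days. The size depended on the control, and within stem/progenitor-like cells the interferon list reversed against control at 0 days. The control library at 2 days also differed from that at 0 days, with stem cell genes at −0.41 over all cells. Mean Olfm4 was 0.162 in it, against 2.61 and 2.77 in control at 0 and 4 days and 2.45 in D164A at 2 days. Higher stem cell genes in D164A at 2 days could therefore be partly a feature of that control, and this stays open too. Further control mice at 2 and 4 days would be needed to settle these.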
